A study of Homo sapiens with 9 samples.

How the data were processed

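The data were ATAC-seq libraries of the neuroblastoma cell line SK-N-BE(2)c, 3 each for ASO2, ASO10 and the control oligonucleotide NCA, collected 48 h after transfection with 100 nM oligonucleotide. Genomic DNA was tagmented with Tn5 and sequenced in paired-end mode, per the labels' protocols. The authors deposited a table of whole-number counts for 148797 regions, with a single set of regions for all 9 libraries. No label or header states the aligner, the peak caller, the filters, how Tn5 insertion sites were shifted, or whether reads, read pairs or cut sites were counted. How far the shared regions depend on peaks called in each group is therefore unknown. The labels give the molecule as RNA, while their protocol describes genomic DNA, and the latter was followed.

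The counts carry no normalization by the authors, as the values show: they are whole numbers with totals from 7293565 to 10948569 per library. The genome build is not stated. Contig names follow hg38, and 70.2% of 20037 protein-coding genes of a GRCh38 gene table had a region within 1 kb of an end, against 20.7% when the genes were moved by 1000000 bases. Coordinates are therefore given as GRCh38, 1-based, as in the region names. Of the regions, 147743 lay on the main chromosomes and 1054 on unplaced sequence. The median width was 373 bases. Pairs of libraries within a group differed by a chi-square per degree of freedom of 2.77 to 3.46, so none was a copy of another.

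Regions were filtered with filterByExpr by group, which left 119417. Library sizes were scaled by TMM. Differences were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3; robust fit, all 9 libraries, a term for each group), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The contrasts were ASO2 against NCA, ASO10 against NCA, the average of both ASOs against NCA, and ASO2 against ASO10. Sets of regions were tested with camera (limma 3.58.1) at a preset correlation of 0.01 on log2 CPM with a prior count of 2, and with fry and an estimated correlation beside it. The 5 gene lists were adrenergic factors (18 genes), mesenchymal factors (28), the integrated stress response (24), p53 targets (19) and the interferon response (18). A region belonged to a list when its nearest protein-coding gene was on the list and within 100 kb. Tested regions were found for 18, 27, 24, 19 and 16 of their genes. Totals per library were compared by a two-sided exact permutation test.

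The tests, the gene lists, the alternatives and the rule for naming regions were fixed before the data were examined. The rule named the 3 highest and 3 lowest regions called under both ASOs whose 6 ASO libraries lay on the same side of all NCA libraries, and the 2 regions with the smallest adjusted p in each direction between ASO2 and ASO10. The planned comparison of regions around NESPR is not reported here, apart from the region over its own gene. A fold change against a group at or under 3 counts in every library was computed against that floor. Such floors cover counting error only.

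Some planned steps differ from the design or were left out. The gene table carries no strand, so either end of a gene was used in place of its start site. Genome sequence was not used here, so motif tests and corrections for GC content were not run. Gene-end sets therefore mix gene starts with gene stops.

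The fit was tested on simulated counts for 119417 regions with 200 changed by 1 on the log2 scale in all ASO libraries. A set of 100 regions was also raised by 0.3 on the log2 scale in the ASO2 libraries. In the contrast of both ASOs against NCA, the fit recovered 35.5% of the changed regions, and 92.5% of the 53 above 3 log2 CPM. Of its 74 calls, 3 lay outside the 200 changed regions and were counted as false. The depth thus limits detection mainly in weak regions. To gauge the effect of shared controls, 5 data sets with no change were simulated from the same library sizes and the fitted trend of spread with abundance. Spreads particular to single regions were not simulated.

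Alternatives planned in advance were DESeq2 1.42.0, limma-voom, RLE factors, total counts, loess offsets on abundance (span 0.3), no filter, at least 10 counts in every library, a replicate block, only the groups compared, a log2 fold change over 1, fry, narrower windows, and leaving out each library. Others were added after seeing the data: a covariate for the share of counts in a group of variable repeat regions, removal of special regions, an estimated correlation, the stronger gene end, and long non-coding genes among the nearest genes. Special regions are the amplified stretch, the mitochondrial pseudogenes, unplaced sequence and the variable repeat regions. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.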

Results

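Chromatin accessibility was measured by ATAC-seq, in which Tn5 transposase inserts sequencing adapters into open DNA, in SK-N-BE(2)c, a human neuroblastoma cell line. Cells had been transfected for 48 h with an antisense oligonucleotide (ASO) at 100 nM. ASO2 and ASO10 are directed against the long non-coding RNA NESPR, and NCA is the negative control oligonucleotide. Each of the 3 groups had 3 libraries. The table held counts in 148797 regions, and the total per library ranged from 7293565 to 10948569. The mean total was 8279494 ± 551164 for NCA, 9316757 ± 1858668 for ASO2 and 8602304 ± 488599 for ASO10 (SD, n = 3 each). Neither ASO group differed from NCA in total count (two-sided exact permutation p = 0.5 for both, where the smallest p that 3 against 3 libraries can give is 0.1). The RNA level of NESPR was not analysed here, so the effect of the oligonucleotides on their target was not examined.

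Of the 148797 regions, 119417 had enough counts to be tested. Replicates varied with a biological coefficient of variation of 23.5%. The first principal component of the tested regions held 20.7% of the variance and placed the 3 ASO2 libraries apart from the other 6. The second component held 12.99% and placed the ASO10 libraries apart from the NCA libraries.

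**Figure D1:**
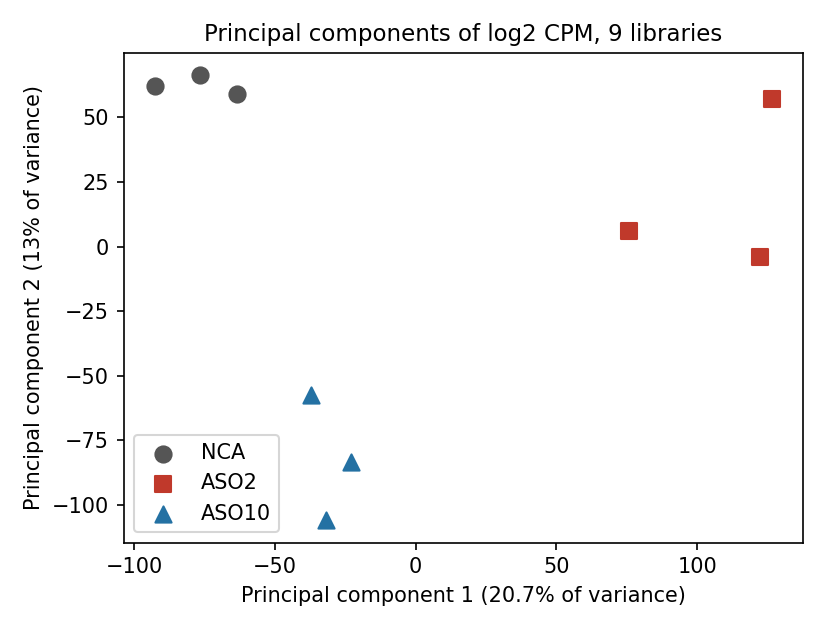
Principal component 1 (horizontal axis, 20.7% of variance) and principal component 2 (vertical axis, 12.99% of variance) of log2 CPM (counts scaled to a common library size), with 1 point per library and a marker for each group. The 3 ASO2 libraries lie at positive values of component 1 and the other 6 libraries at negative values.

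The first comparison asked which regions changed in accessibility when each oligonucleotide against NESPR was used in place of the control. Under ASO2, 6687 regions differed from NCA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p under 0.05), of which 5722 were higher and 965 lower. Under ASO10, 1297 regions differed, of which 1046 were higher and 251 lower. The average of both ASOs differed from NCA in 3575 regions, 2866 higher and 709 lower. The median absolute log2 fold change of the called regions was 1.08 for ASO2, 0.70 for ASO10 and 0.81 for both. Requiring an absolute log2 fold change over 1 as well moved these counts most, to 3764, 279 and 1153. The ASO10 count fell to 447 when ASO10 replicate 1 was left out, and the ASO2 count to 4110 without ASO2 replicate 2.

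The share of higher regions depended on the scaling. It was 85.6% for ASO2, 80.6% for ASO10 and 80.2% for both ASOs with TMM factors. With loess offsets that remove each library's trend with abundance, it was 77.9% for ASO2, 59.1% for ASO10 (680 higher and 470 lower) and 69.8% for both ASOs (2611 higher and 1130 lower). Median log2 fold changes under ASO10 varied with the abundance of the region. They rose from -0.064 in regions under 1 log2 CPM (counts scaled to a common library size) to 0.15 at 5 to 6 log2 CPM, and fell to 0.096 at 6 to 8 and -0.0050 over 8. Under ASO2 the medians rose from -0.086 to 0.015 at 3 to 4 log2 CPM, and fell to -0.014 at 5 to 6 and -0.15 over 8.

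**Figure D2:**
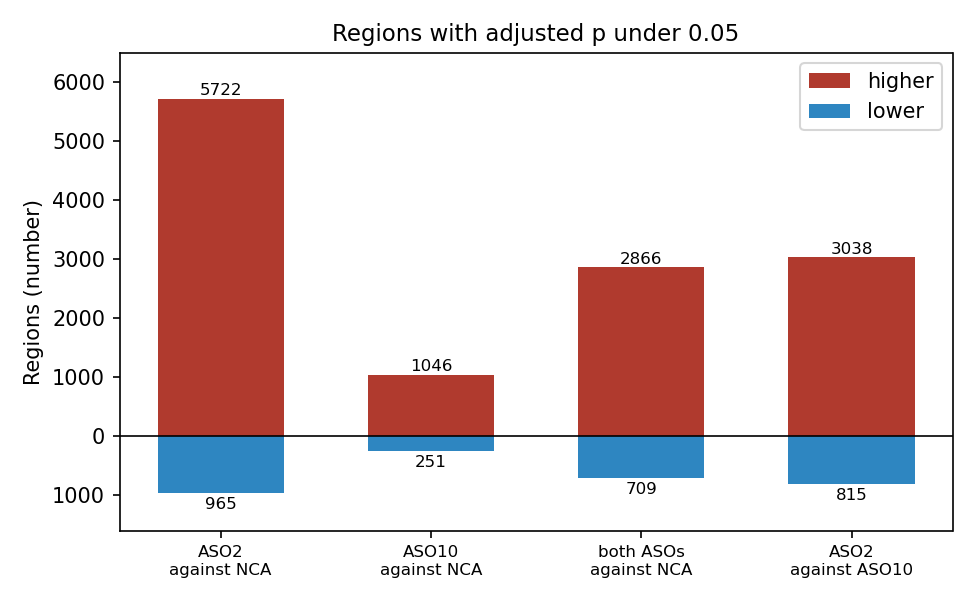
Number of regions (vertical axis) with an adjusted p under 0.05 in each of the 4 comparisons (horizontal axis), with higher regions drawn above 0 and lower regions below 0. Higher regions outnumber lower regions in each comparison, from 5722 against 965 for ASO2 to 1046 against 251 for ASO10.

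**Figure D3:**
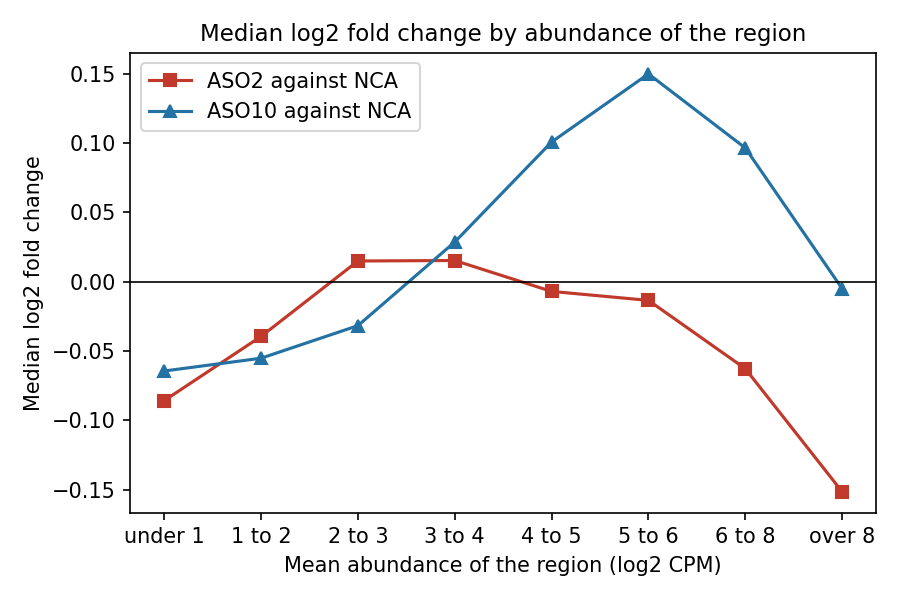
Median log2 fold change against NCA (vertical axis) of regions grouped by mean abundance (horizontal axis, log2 CPM), with 1 line for each ASO. The ASO10 line rises to 0.15 at 5 to 6 log2 CPM and falls to -0.0050 over 8, and the ASO2 line rises to 0.015 at 3 to 4 log2 CPM and falls to -0.15 over 8.

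The next comparison asked how far the changes were shared by both oligonucleotides. Regions called under each ASO in the same direction numbered 618, with 548 higher and 70 lower, against 52.1 for independent calls, a figure that takes no account of the shared NCA libraries. These shared calls were 47.6% of the ASO10 calls and 9.24% of the ASO2 calls. Of the 548 and 70 shared calls, 525 had all 6 ASO libraries above all 3 NCA libraries and 67 had all 6 below. Over all tested regions 5.73% had such a separation in either direction, where chance gives 2.38%. The log2 fold changes of the 2 ASOs correlated across regions with Pearson r = 0.505 and Spearman rho = 0.481. Both ASOs were set against the same NCA libraries, and 5 simulated data sets with no change gave r from 0.502 to 0.510 and rho from 0.470 to 0.475. The observed r lay within the simulated range and rho above it, while 66.6% of regions had the same sign under both ASOs, below the simulated 66.9% to 67.0%. With separate NCA libraries for each ASO, r over all tested regions was 0.0830 to 0.129 in 3 rotations of the controls, and 0.254 to 0.313 among regions above 3 log2 CPM. Regions are not independent replicates. Among calls made under ASO2 alone, 34.6% also differed between ASO2 and ASO10, as did 33.1% of those made under ASO10 alone, so for most of them a difference between the ASOs was not shown.

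The 3 shared regions with the largest rise lay far from protein-coding gene ends or inside a gene. On chromosome 13, the region 82238045 to 82238508 (GRCh38), 1639 kb from SLITRK1, had at most 2 counts in any NCA library and was at least 7.82-fold higher under ASO2 and at least 4.37-fold higher under ASO10, computed against a floor of 3 counts. The region 63240355 to 63240842 on chromosome 4, 1036 kb from TECRL, also had at most 2 counts in any NCA library and was at least 6.40-fold higher under ASO2 and at least 4.16-fold higher under ASO10. The region 17319614 to 17320173 on chromosome 9, inside CNTLN, rose from 0.383 ± 0.339 CPM in NCA to 5.21 ± 2.30 CPM under ASO2 and 2.32 ± 0.0829 CPM under ASO10 (SD, n = 3 each), with edgeR adjusted p-values of 7.8e-10 and 0.00185. With limma-voom the difference for both ASOs was no longer significant in the chromosome 4 region (adjusted p = 0.0842) and the chromosome 9 region (adjusted p = 0.0558).

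The 3 shared regions with the largest fall lay inside genes. The region 30943167 to 30943575 on chromosome 2, in GALNT14, fell from 3.58 ± 1.49 CPM to 1.12 ± 0.632 CPM under ASO2 and 0.931 ± 0.245 CPM under ASO10 (SD, n = 3 each; edgeR adjusted p = 0.0380 and 0.0382), and its difference for both ASOs was no longer significant when NCA replicate 2 was left out (log2 fold change -1.39, edgeR adjusted p = 0.246). The region 62622798 to 62623141 on chromosome 15, in TLN2, fell from 6.27 ± 0.391 CPM to 2.51 ± 0.503 and 1.88 ± 0.719 CPM (edgeR adjusted p = 0.00500 and 0.00123). The region 169391734 to 169392089 on chromosome 3, in MECOM, fell from 6.15 ± 0.613 CPM to 2.02 ± 0.398 and 2.33 ± 0.600 CPM (edgeR adjusted p = 0.000512 and 0.0176). In all 3 of these regions the 6 ASO libraries lay below the 3 NCA libraries.

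The direct comparison of ASO2 with ASO10 asked where the 2 oligonucleotides against the same RNA differed. It called 3853 regions, 3038 higher and 815 lower under ASO2, a share of 78.8% higher. This balance depended on single libraries. In fits that each left out a library, the lowest share was 63.6%, without ASO2 replicate 2 (1534 higher and 878 lower). The highest was 86.0%, without ASO10 replicate 3 (1797 higher and 292 lower). The 2 regions with the smallest p among the higher ones were both on chromosome 3. The region 112446174 to 112447143, 17.3 kb from BTLA, had 44.6 ± 3.24 CPM under ASO2, 15.5 ± 2.76 under ASO10 and 22.5 ± 0.932 in NCA (SD, n = 3 each; log2 fold change 1.52 ± 0.14 SE, edgeR adjusted p = 1.2e-23). The region 111524519 to 111525995, 16.9 kb from CD96, had a log2 fold change of 1.49 ± 0.14 (SE; edgeR adjusted p = 3.7e-22). Among the lower regions, 48014395 to 48015109 on chromosome 17, 11.4 kb from COPZ2, had a log2 fold change of -1.33 ± 0.20 (SE; edgeR adjusted p = 2.7e-08). The region 16197622 to 16199061 on chromosome 2, 251 kb from MYCN, had a log2 fold change of -0.46 ± 0.068 (SE; edgeR adjusted p = 2.9e-08), which became -0.17 with loess offsets and was then no longer significant (adjusted p = 0.104). It lies in a stretch whose median count density was 80.3-fold that of chromosome 2.

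Called regions were unevenly placed relative to genes. Of the tested regions 11.3% lay within 1 kb of either end of a protein-coding gene. This share was 1.35% among regions higher under ASO2, 13.6% among regions lower under ASO2, 26.2% among regions higher under ASO10 and 6.37% among regions lower under ASO10. In the direct comparison it was 1.65% of the regions higher under ASO2 and 48.8% of those lower. These shares were not matched on abundance. Higher calls under ASO10 numbered 7 among 38665 regions under 1 log2 CPM and 325 among 8224 regions at 4 to 5. How far easier detection in stronger regions shaped the shares was not measured. As a set, the 13532 regions at gene ends differed from the other regions by a mean log2 fold change of -0.082 under ASO2 (camera adjusted p = 0.0545, 40.6% of regions higher), 0.087 under ASO10 (adjusted p = 0.00777, 62.7% higher) and 0.0025 for both ASOs (adjusted p = 0.791). Between ASO2 and ASO10 the difference was -0.17 (limma camera adjusted p = 2.2e-07 in a family of 1 test, 27.4% higher). The ASO10 call did not hold under fry (adjusted p = 0.407) or an estimated correlation (adjusted p = 0.701), and the difference was -0.00059 with loess offsets. It was also not called without NCA replicate 2 (0.058, adjusted p = 0.0980) or without ASO10 replicate 1 (0.070, adjusted p = 0.0889). The difference between ASO2 and ASO10 held under fry (p = 0.0258) and not under an estimated correlation (p = 0.103).

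The gene of the targeted RNA was examined for a change in its own accessibility. LINC00682 (chromosome 4, 41879521 to 41882611) was taken as NESPR from general knowledge, since neither the labels nor the gene table pairs these names. The region 41881456 to 41883212, which overlaps LINC00682 and was chosen for its position, had 15.4 ± 2.81 CPM in NCA, 12.3 ± 0.645 under ASO2 and 16.9 ± 1.55 under ASO10 (SD, n = 3 each). It did not pass the threshold against NCA under ASO2 (log2 fold change -0.32 ± 0.17 SE, edgeR adjusted p = 0.317) or ASO10 (0.13 ± 0.16 SE, edgeR adjusted p = 0.835). Between ASO2 and ASO10 it had a log2 fold change of -0.45 ± 0.17 (SE), with an unadjusted edgeR p-value of 0.00609. Its edgeR adjusted p was 0.113 over all tested regions and 0.0370 over a planned family of 15 regions that includes it, so the outcome depended on the family. Simulated changes of 1 on the log2 scale under both ASOs were recovered in 92.5% of regions above 3 log2 CPM and in 35.5% of all changed regions. That recovery was for the contrast of both ASOs against NCA. Recovery in the comparisons used for this region, or of smaller changes, was not measured.

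Gene lists fixed in advance asked whether regions nearest to functionally related genes moved together. None of the 15 tests of 5 lists against NCA was called by camera with Benjamini-Hochberg adjustment over the 15 tests, and 0 had an unadjusted p under 0.05. None was called under fry or an estimated correlation either, with 4 and 0 tests at an unadjusted p under 0.05. Under ASO2 the mean log2 fold change differed from other regions by 0.050 for adrenergic factors, -0.099 for mesenchymal factors, -0.066 for the integrated stress response, -0.079 for p53 targets and 0.10 for the interferon response. Under ASO10 the differences were 0.034, 0.032, 0.067, -0.042 and -0.011 in the same order, and for both ASOs they were 0.042, -0.034, 0.00058, -0.061 and 0.046. The smallest unadjusted p was 0.0955, for the integrated stress response under ASO10. When only regions within 1 kb of a gene end were taken, 1 of the 15 tests was called. It was the integrated stress response under ASO10, where 22 regions differed from other regions by 0.27 on the log2 scale (adjusted p = 0.000285, 86.4% of regions higher), and it held under fry (adjusted p = 0.00902).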

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

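All tests in this part were chosen after the results were seen.

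ASO2 and ASO10, which are directed against the same RNA, differed from each other in 3853 regions, and this difference between groups is what brought the result here. Of the 10 splits of these 6 libraries, 1 gave as many regions, the real split, and the largest other split gave 0. With 10 splits the share cannot fall under 0.1. In 5 simulated data sets with no change at most 1 region was called in any comparison. Independent noise that follows the fitted trend of spread therefore did not give 3853 calls. Spreads particular to single regions were not simulated, so noise beyond that trend was not tested. The simulated libraries held no shift common to many regions, so a chance shift of that kind cannot be told apart. The fits with loess offsets on abundance in this part were planned in advance as alternatives. Only their use on these questions was chosen after the results were seen. With these offsets the count was 3322, so a trend with abundance alone does not account for it. Base composition was not examined because no sequence was used. A difference between the oligonucleotides, in how far they lower NESPR or in other RNAs they bind, stays open as an untested biological explanation.

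In the separate comparisons of ASO2 and of ASO10 with NCA, 5 regions were called in opposite directions. Each was higher under ASO2 and lower under ASO10, and all 5 also differed in the direct comparison. Opposite calls in the same fit almost ensure this, so it adds no separate support. They were named after their values were seen. They lie on chromosome 11 (92920359 to 92921473, nearest to FAT3), chromosome 13 (50596058 to 50597396, DLEU7), chromosome 3 (112446174 to 112447143, BTLA), chromosome 5 (84774601 to 84775241, EDIL3) and chromosome 8 (66190524 to 66191984, CRH). Their log2 fold changes were from 0.60 to 1.03 under ASO2 and from -1.22 to -0.53 under ASO10. No region was called in the reverse pattern (0 lower under ASO2 and higher under ASO10). At an unadjusted p under 0.05 in both comparisons, 118 regions were higher under ASO2 and lower under ASO10, and 26 had the reverse pattern. No separate test was run on so few regions, and no biological explanation was tested.

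Regions at gene ends moved apart between the ASOs, by -0.17 on the log2 scale relative to other regions. Differences in depth were removed by thinning every library to the lowest total, 7293565 counts, and the difference was then -0.17 (-0.172, a p-value of 2.3e-07 from limma camera, a model across regions), which argues against depth. With loess offsets on abundance it was -0.12 (-0.124, limma camera adjusted p = 0.000304 in a family of 1 test). Each ASO2 library then lay between -0.16 and -0.096 relative to the NCA mean and each ASO10 library between -0.0050 and 0.0075. A trend with abundance is therefore not the whole cause. With TMM factors, ASO2 replicates 1, 2 and 3 lay at -0.060, 0.017 and -0.20, and NCA libraries from -0.055 to 0.034. A fall in every ASO2 library was thus seen with the offsets and not with TMM factors. The difference between the ASOs was not called by limma camera with an estimated correlation (p = 0.103). The part under ASO10 is another matter. The rise of gene-end regions over NCA became -0.00059 with these offsets. An abundance-dependent difference in efficiency between libraries would give this. The offsets would also remove a real rise that follows abundance, so the test cannot tell these apart. A fall at gene ends under ASO2 stays open as well, for which base composition was not examined and a biological difference was not tested.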

How the results depend on the processing

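Over 42 results and 774 pairs of a result with an alternative, 680 kept their direction and side of the threshold or stayed within the limits set for a count. Where a result changed, the cause was not tested unless stated.

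Adding a limit of 1 on the absolute log2 fold change, a stricter criterion by construction, lowered the counts of called regions to 3764 for ASO2, 279 for ASO10, 1153 for both ASOs, 1838 between the ASOs and 169 for shared calls. The covariate for the variable repeat regions lowered the ASO10 count to 727 and the shared calls to 384, and limma-voom gave 401 shared calls. Other alternatives kept each of these counts within 1.5 times. Across the 9 fits that each left out 1 library, and so had fewer samples, counts ran from 4110 to 6457 for ASO2, 447 to 1417 for ASO10, 1868 to 3337 for both ASOs, 2089 to 3981 between the ASOs and 253 to 571 for shared calls. The lowest counts came without ASO2 replicate 2, ASO10 replicate 1, NCA replicate 1, ASO10 replicate 3 and ASO10 replicate 1, in that order. The correlation between the ASOs ran from 0.455 to 0.596 in these fits.

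The share of higher regions for both ASOs, 80.2%, was 85.3% with DESeq2, 73.8% with limma-voom, 74.9% with total counts, 69.8% with loess offsets, 83.0% with no filter, 72.0% with at least 10 counts in every library, 81.8% with the covariate, 78.8% without special regions and 78.5% to 84.8% across fits without 1 library.

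Over all tested regions, deviations from group means did not follow the replicate numbers, although the share of counts in the variable repeat regions was similar for numbers 2 and 3 in all groups. Correlations of these deviations were -0.036 to 0.013 for libraries with the same number and -0.021 to 0.031 for others. The replicate block changed 1 of 40 results, the share of higher regions, to 81.8%.

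Gene-end regions under ASO2 passed the threshold with total counts (-0.083, adjusted p = 0.0331), loess offsets (-0.12, or -0.124), at least 10 counts in every library (-0.12, or -0.118) and without special regions (-0.082), and ran from -0.12 (-0.124) to -0.013 across fits without 1 library, the latter without ASO2 replicate 3. Over all its alternatives, these fits included, the lowest adjusted p was 0.00285 and the highest 0.719. Under ASO10, fry and an estimated correlation gave the same 0.087 without passing the threshold, loess offsets reversed it to -0.00059, and fits without 1 library gave 0.058 to 0.11 (0.0579 to 0.109). For both ASOs it reversed to -0.062 with loess offsets and -0.016 with at least 10 counts, and ran from -0.023 to 0.037 without 1 library. Between the ASOs, -0.17 did not pass under an estimated correlation and ran from -0.21 to -0.099 without 1 library, the latter without ASO2 replicate 3.

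Of the 28 single regions and lists, 495 of the pairs were the same, 4 weaker, 1 stronger and 24 reversed. No reversed value in lists or in the region over LINC00682 had an adjusted p under 0.412. The region over LINC00682, 41881456 to 41883212, ran from -0.0044 to 0.25 under ASO10 without 1 library.

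Restricting lists to regions within 1 kb of a gene end gave 1 called test. It reversed adrenergic factors under ASO2 (-0.054) and both ASOs (-0.012), the interferon response under ASO2 (-0.048), ASO10 (0.013) and both (-0.017), p53 targets under ASO10 (0.14) and both (0.038), and mesenchymal factors for both (0.037). At least 10 counts in every library reversed mesenchymal factors (-0.033), p53 targets (0.0025) and the interferon response (0.035) under ASO10. Counting long non-coding genes reversed the integrated stress response under ASO2 (0.0077). For both ASOs that list reversed with loess offsets (-0.013) and the covariate (-0.0090), and ran from -0.013 to 0.030 without 1 library. Under ASO10, mesenchymal factors ran from -0.022 to 0.027 and the interferon response from -0.051 to 0.040.

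The named regions on chromosomes 13, 4 (near TECRL) and 2 (in GALNT14) had no value with at least 10 counts in every library and no adjusted p with DESeq2, the one in CNTLN had no value with that filter, and the one near MYCN had none without special regions. Motif tests and GC corrections, alone or with the block, were not run because no sequence was used.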

Other observations

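All tests in this part were chosen after the results were seen.

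More regions were higher than lower under ASO2. The share of higher calls was 77.9% with loess offsets on abundance, 84.5% after thinning all libraries to the lowest total and at least 84.8% whichever ASO2 library was left out. The loess offsets and the fits without single libraries were planned in advance as alternatives. Only their use on the questions in this part was chosen after the results were seen. These values argue against a trend with abundance, depth or a single ASO2 library as the whole cause. A larger share of reads in open chromatin would raise the strongest regions. Outside the amplified stretch and repeats, the 3142 regions above 5 log2 CPM had a median log2 fold change of -0.016 under ASO2, but single ASO2 libraries ran from -0.11 to 0.097, so this explanation cannot be told apart. Gains were rare near gene ends and most frequent at 200 kb to 1 Mb from them. Away from gene ends, 46.7% of the higher regions lay inside a gene span, against 41.2% of the tested regions. Outside gene spans lay 51.9%, against 47.5%. Both shares exceeded those of the tested regions because regions within 1 kb of a gene end, counted apart, were rare among the gains. The share of regions called higher was 0.569% within 1 kb of a gene end, 10.7% at 200 kb to 1 Mb and 5.17% over 1 Mb. The 4490 regions over 1 Mb went against a steady rise with distance, with a median log2 fold change of -0.071, and -0.093 among those above 3 log2 CPM. Median log2 fold changes at 200 kb to 1 Mb exceeded those at 1 to 10 kb by 0.14 among regions under 1 log2 CPM and by 0.21 among those above 3 log2 CPM. Base composition also changes with distance from gene ends and could give this pattern, which cannot be told apart without the sequence. An effect of ASO2 on chromatin away from gene ends stays open as well.

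The real grouping gave more called regions than other splits. For ASO2 against NCA, 1 of the 10 splits of the 6 libraries gave as many regions, and the largest other gave 0. For ASO10 against NCA, 1 of the 10 splits did, and the largest other gave 2. With 10 splits neither share can fall under 0.1. In 5 simulated data sets with no change at most 1 region was called in any comparison. This argues against independent noise that follows the fitted trend of spread. Spreads particular to single regions and a shift common to many regions were not simulated. For both ASOs against NCA, 1 of 40 splits drawn from the 840 possible gave as many regions. The largest other, with 2582 regions, kept the NCA libraries together and exchanged libraries between ASO2 and ASO10.

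Same-direction calls under both ASOs could arise from the shared NCA libraries. To separate the controls, ASO2 calls were made against 2 NCA libraries and their sign was read under ASO10 against the NCA library left out. In the 3 rotations the sign was the same for 69.9% to 74.2% of the calls, from 71.4% to 75.7% for higher calls and 60.6% to 65.9% for lower calls, where unrelated changes would give an even split. The shared controls therefore do not account for all of it. Over all tested regions the correlation with separate controls was 0.0830 to 0.129, and among those above 3 log2 CPM it was 0.254 to 0.313.

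Regions at the ends of integrated stress response genes rose under ASO10. The 22 regions had a mean log2 fold change of 0.26, and 19 were higher. A general rise of strong gene-end regions might explain this, but against the other gene-end regions limma camera, a model across regions, gave a p-value of 0.000142, and with loess offsets 0.00141. Leaving out single NCA or ASO10 libraries gave limma camera p-values from 9.5e-05 to 0.00148. Of 10000 random gene-end lists matched on abundance, 1 had a mean as high. Under ASO2 the mean was 0.0045, and the 2 ASOs differed (a p-value of 0.00252 from limma camera). Against all other regions, limma camera also called a difference between ASO2 and ASO10 for this list (-0.28, adjusted p = 0.000259). By that comparison it called the 17 regions at the ends of p53 targets as well (-0.21, adjusted p = 0.0193), which fry did not (adjusted p = 0.0724). The regions of p53 targets were 0.14 higher than other regions under ASO10. Against the other gene-end regions they did not differ between the ASOs (a p-value of 0.199 from limma camera) or under ASO10 (0.415). By edgeR's test over all regions, the ends of DDIT4 (0.53 ± 0.12 SE, adjusted p = 0.00275) and HERPUD1 (0.51 ± 0.14 SE, adjusted p = 0.0302) were called under ASO10. These genes were chosen after their values were seen. A stress response in the ASO10 cultures is a hypothesis that these values leave open. The list was called only in the narrower window, as 1 of 15 tests, and base composition was not examined.

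A stretch of chromosome 2 from 15936335 to 16421448, which holds MYCN, had a median count density 80.3-fold that of the chromosome over 130 regions. Its share of counts was 10.1% ± 0.384 in NCA, 8.95% ± 0.515 under ASO2 and 9.75% ± 0.380 under ASO10 (SD, n = 3 each). The ASO2 and NCA libraries did not overlap, which chance gives in 10% of cases (two-sided exact permutation p = 0.1, the smallest possible). Fewer background reads in the ASO2 libraries could lower the stretch, since amplified DNA adds background in proportion. Weak regions elsewhere had a median log2 fold change of -0.086 under ASO2, against -0.18 in the stretch. Within single libraries the median of the stretch minus that of weak regions was -0.12 to -0.057 under ASO2, -0.045 to 0.018 in NCA and -0.0077 to 0.040 under ASO10. The stretch thus lay below weak regions in every ASO2 library. The medians of weak regions were -0.079, -0.20 and 0.021 in ASO2 replicates 1, 2 and 3, and those of the stretch -0.17, -0.26 and -0.10. Weak regions therefore did not fall in ASO2 replicate 3, where their median lay within the NCA range of -0.030 to 0.066. Fewer background reads remain open only if the stretch holds a larger share of background than weak regions do, which was not measured. A lower copy number in the ASO2 cultures might also do so, and 96.9% of the regions of the stretch had a negative log2 fold change, as either explanation predicts. The explanations cannot be told apart. Within the stretch, the region 16201535 to 16202551 rose by 0.29 under ASO2 and 0.32 under ASO10 (edgeR adjusted p = 0.00117 and 0.00155). It was chosen after its values were seen.

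A group of 6 repeat regions, on chromosomes 3, 8 and 22 and on unplaced sequence, held from 0.225% to 0.973% of a library's counts, a 4.33-fold range. A preparation batch marked by the replicate number is a candidate explanation. For replicates 1, 2 and 3 the share was 0.225%, 0.551% and 0.923% in NCA, 0.246%, 0.585% and 0.911% under ASO2, and 0.835%, 0.586% and 0.973% under ASO10. Replicate 3 was thus the highest in all 3 groups and replicate 2 nearly equal in all 3, while ASO10 replicate 1 departed from the other 2. Of the 36 orders of the numbers within groups, 5 gave an agreement as large (exact permutation p = 0.139). The labels give no batch, so this explanation cannot be told apart from other variation between cultures, and no biological explanation was tested.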
